A study of Mus musculus with 9 samples. Its data were reported in "Depletion of tRNA-halves enables effective small RNA sequencing of low-input murine serum samples" (2016).

How the data were processed

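The labels name 3 pools of serum of healthy mice (A, B and C). The study's methods instead describe aliquots of a serum pool made from 3 mice. If A, B and C are such aliquots, the spread between replicates is technical only. The RNA of each pool was divided into 3 fractions. One fraction was depleted of 5′ tRNA-half fragments by capture on magnetic beads (DNA probes carrying biotin, which streptavidin on the beads binds), one was depleted with the same kind of probes and RNase H, an enzyme that cleaves RNA in a DNA/RNA duplex, and one was left undepleted as the control. Small RNA libraries were made from all fractions and sequenced, which gave 9 libraries in 3 groups of 3. The group and the pool of each library were taken from its label.

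The authors trimmed adapters with Cutadapt (v1.8.1) and discarded reads under 15 bases or without an adapter. Reads were kept when at least 80% of their bases had a quality score of at least 20 (FASTX-Toolkit v0.0.14), and were mapped to the mouse genome (GRCm38) with Bowtie (v1.1.2) without mismatches. The class of a read came from the gene at its position, for which miRBase (v20) supplied the miRNAs, and UCSC and Ensembl (v84) the remaining small RNAs. The deposited values are raw counts in 2 files per library, 18 files in all. One file lists the count of every mature miRNA with at least 1 read, by its miRBase identifier and without a name. The other lists the count of each distinct read sequence annotated as tRNA, rRNA, piRNA, snRNA or snoRNA, with its class and a sequence number, also from 1 read. No normalization was applied to these counts by the authors. Requiring a match without mismatches leaves out reads that carry a sequencing error, a modified base read as another base, or an untemplated end, and such reads then appear in no class. The sum of the counts in both files of a library is used here as its total. It holds annotated reads only, so a share of this total is higher than a share of all mapped reads.

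The sequence number was checked in every library. No number was repeated within a library and the count never rose with the number, so the number ranks the distinct sequences of its own library by abundance. It cannot be matched between libraries, and the second column of these files names no tRNA type. Comparisons of single tRNA, piRNA, rRNA, snRNA or snoRNA sequences between groups, of targeted against untargeted tRNA types and of mitochondrial tRNA had been planned and are therefore not analysed here. The classes as a whole were compared instead.

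Totals, class shares in percent, miRNA counts and the number of unique miRNAs (at least 1 count) were compared between 3 depleted and 3 control libraries with a two-sided exact permutation test of the difference in means over all 20 assignments (SciPy 1.17.1, Python 3.11.15). Its smallest possible p is 0.1, so none of these comparisons can pass a threshold of 0.05. The pools pair the libraries across groups. The mean of the differences or ratios within a pool was computed as well, with an exact sign-exchange permutation test whose smallest possible p is 0.25. Shares of single libraries are given with Wilson 95% confidence intervals, and the smallest share a library can show was set at 3 counts of its total. Intervals and floors cover counting error only, since reads were amplified by PCR and carry no molecular identifiers.

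miRNA counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with default settings, quasi-likelihood fit and test, Benjamini-Hochberg adjustment, threshold 0.05), with the sum of miRNA counts as library size and only the 2 groups compared in each fit. The standard error of a log2 fold change was computed as the fold change divided by the square root of the test statistic. The fits were tested on simulated counts with the miRNA profile of the control libraries and the library sizes of the real samples. Every miRNA was given the common dispersion of the real fit. In 10 sets, 200 miRNAs were changed by a factor of 3 in alternating directions. Differences in dispersion between miRNAs were not simulated, so the rates that follow may be better than those in the real data. At the depth of the beads and control libraries, edgeR called 94.0% of the changed miRNAs that passed the filter in the right direction, and 2.67% of its calls were false. At the depth of the RNase H libraries it called 41.6% of them, and 18.0% of its calls were false. With 50 changed miRNAs per set, these values were 88.6% and 5.73% for the beads libraries and 47.7% and 16.1% for the RNase H libraries. In 10 sets without any change it made 1 call for each comparison. Calls in the RNase H comparison are thus less certain than a threshold of 0.05 implies. Correlations of miRNA levels are Pearson's r across miRNAs of log10 mean counts, over miRNAs with a mean above 0 in both groups. No p is given for them, because miRNAs are not independent replicates.

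The groups, the tests, the alternatives and the rule for the miRNAs named in the text were fixed before the data were examined, except where an alternative is said to have been added. The named miRNAs are the 3 with the highest mean count in control libraries, which include miR-16-5p (MIMAT0000527, named by the study), and for each comparison the 2 largest rises and the 2 largest falls by identifier with an adjusted p below 0.05, the same direction in all 3 pools (log2 CPM with a prior count of 2) and a mean of at least 10 counts over the 6 libraries. Other miRNAs are given by identifier because the files do not pair identifiers with names. The position of miR-16 was taken from GENCODE M21 on GRCm38.

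The alternatives tried were DESeq2 1.42.0, edgeR without TMM, library sizes from all counts, no filter, at least 4 counts in every library, the serum pool as a replicate block, a joint fit of all 9 libraries, each pool left out in turn, shares of tRNA and miRNA counts only, the most abundant miRNA left out, unique miRNAs at 4 counts or after rarefying (the expected number at an equal depth), and other forms of the correlation. Thinning the deeper libraries at random to the miRNA sum of the other library of their pool, and the lowest totals that the ranks of the sequences allow, were added after the data were seen.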

Results

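Counts of small RNAs were compared between beads-depleted, RNase H-depleted and control libraries made from the same 3 serum pools. In serum libraries without depletion, the study assigned most mapped reads to fragments of tRNA cut in the anticodon loop (5′ tRNA-half fragments). The comparisons address how far each depletion protocol lowered the share of tRNA reads, how many miRNA reads and unique miRNAs were obtained, and whether the relative levels of miRNAs were kept. miRNAs are short RNAs that lower the output of the messenger RNAs they pair with.

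The control libraries held between 3904095 and 4920457 annotated counts, with a mean of 4330535 ± 527534 (SD, n = 3). The beads-depleted libraries held between 2796718 and 3538246 counts, with a mean of 3227917 ± 385257 (SD, n = 3). The RNase H-depleted libraries held between 47252 and 160581 counts, with a mean of 95696 ± 58426 (SD, n = 3). The labels name the 3 libraries of a group as different serum pools, and they were counted as 3 replicates. No pair of them agreed within sampling noise (chi-square statistic per degree of freedom over miRNAs of at least 1.37), which goes against a library listed more than once and does not tell biological from technical replicates. At these depths, 3 counts corresponded to at most 0.000107% of the total in beads-depleted and control libraries and to between 0.00187% and 0.00635% in RNase H-depleted libraries.

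The total count of the beads-depleted libraries was 0.745 times that of the control libraries. All 3 beads-depleted libraries lay below all 3 control libraries, which gave an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow. With the pairing by serum pool taken as a block, the mean ratio was 0.759. The total count of the RNase H-depleted libraries was 0.0221 times that of the control libraries (exact permutation p of 0.1), and the mean ratio within pools was 0.0228. The ratio differed between pools, from 0.00960 in pool B to 0.0385 in pool A. The alternative that moved the total counts most was the lowest number of reads that the ranks of the sequences allow, for which the ratio of RNase H-depleted to control libraries was 0.514. For beads this ratio was 0.872, and the libraries of the groups were no longer separated (exact permutation p of 0.5). These are ratios of lower bounds and do not bound the ratio of all reads.

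Reads annotated as tRNA made up 93.8% ± 0.959 (SD, n = 3) of the counts in control libraries. In beads-depleted libraries the share was 37.8% ± 10.2 (SD, n = 3), and in RNase H-depleted libraries it was 25.0% ± 5.40 (SD, n = 3). The share fell by 56.0 percentage points after depletion with beads and fell by 68.8 percentage points after depletion with RNase H. Both differences were larger than the spread between replicates and were seen in all 3 pools (exact permutation p of 0.1 each, the smallest possible). The pools varied more after depletion than before it. In beads-depleted libraries the tRNA share was lowest in pool B (26.6%, Wilson 95% confidence interval 26.5% to 26.6%) and highest in pool C (46.5%, 46.4% to 46.5%). Because the differences were averaged over the same 3 pools, taking the pool as a block left the mean differences as they were. For beads, the alternative that moved the difference most took the lowest number of reads that the ranks allow as the total. Each share is then the highest possible one, at most 21.7% on average in beads-depleted and at most 63.3% in control libraries. These upper bounds fell by 41.5 percentage points, which is not a bound on the difference of the shares of all reads. When shares were taken of tRNA and miRNA counts only, the tRNA share of the RNase H-depleted libraries was 91.2% ± 6.24 (SD, n = 3) against 94.0% ± 0.954 (SD, n = 3) in control libraries, and the difference was smaller than the spread between replicates (exact permutation p of 0.8).

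**Figure D1:**
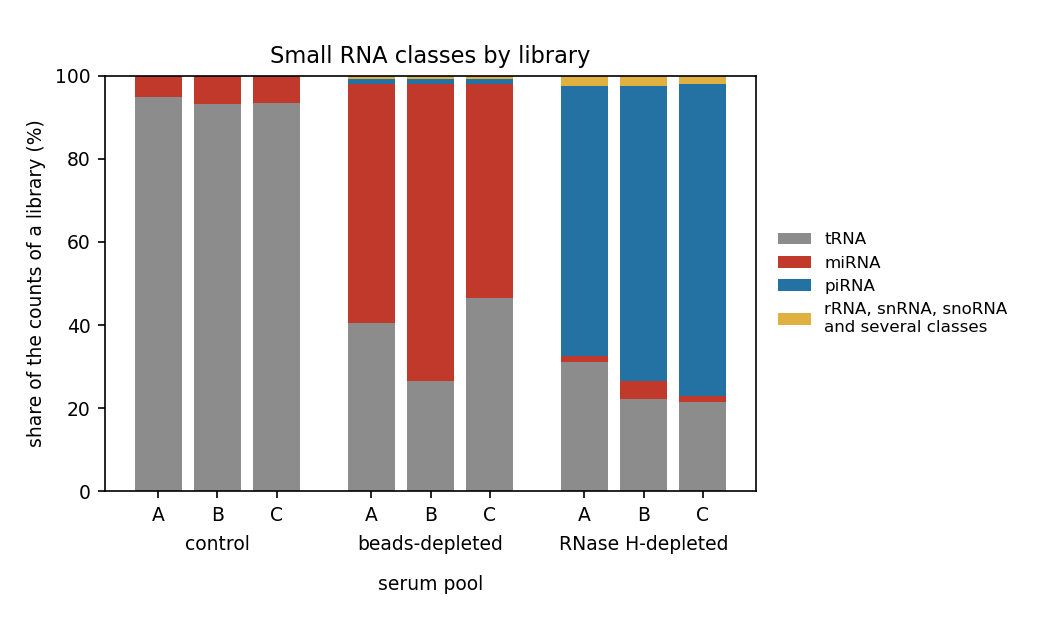
Share of the annotated counts of each library, in percent, by small RNA class, for the serum pools A, B and C of each group. tRNA holds at least 93.1% of every control library, miRNA at least 51.5% of every beads-depleted library and piRNA at least 64.9% of every RNase H-depleted library.

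miRNAs made up 6.00% ± 0.952 (SD, n = 3) of the counts in control libraries. Their share was 60.1% ± 10.2 (SD, n = 3) in beads-depleted libraries, a rise of 54.1 percentage points that was present in all 3 pools (exact permutation p of 0.1). With the lowest totals that the ranks allow, the alternative that moved this rise most, the upper bounds of the shares differed by 30.9 percentage points. In RNase H-depleted libraries the share was 2.32% ± 1.62 (SD, n = 3), lower than in control libraries in all 3 pools (exact permutation p of 0.1). The share in RNase H-depleted pool B was 4.18% (Wilson 95% confidence interval 4.01% to 4.37%), above the other two pools at 1.27% (1.22% to 1.33%) and 1.51% (1.43% to 1.60%). Taken of tRNA and miRNA counts only, the miRNA share of RNase H-depleted libraries was 8.77% ± 6.24 (SD, n = 3) against 6.02% ± 0.954 (SD, n = 3) in control libraries, a difference in the opposite direction that was smaller than the spread between replicates (exact permutation p of 0.8).

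The number of miRNA counts was 261519 ± 63721 (SD, n = 3) in control libraries and 1914863 ± 87521 (SD, n = 3) in beads-depleted libraries, 7.32 times as many (exact permutation p of 0.1). With the pool as a block, the mean ratio was 7.58, and it ranged from 6.04 in pool B to 9.39 in pool A. The ratio moved most, to 8.26, when pool B was left out. RNase H-depleted libraries held 1739 ± 468 miRNA counts (SD, n = 3), 0.00665 times the number in control libraries (exact permutation p of 0.1), with a mean ratio within pools of 0.00691.

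Besides tRNA and miRNA, piRNA and rRNA held at least 1% of the counts in the mean of a group. piRNA, a class of small RNAs that associate with Piwi proteins, made up 0.0987% ± 0.0122 (SD, n = 3) of control, 1.28% ± 0.0454 (SD, n = 3) of beads-depleted and 70.3% ± 5.02 (SD, n = 3) of RNase H-depleted counts. The mean number of counts annotated as piRNA was 4289 in control, 41094 in beads-depleted and 65730 in RNase H-depleted libraries. The share of rRNA was 0.0555% ± 0.0120 (SD, n = 3), 0.416% ± 0.0197 (SD, n = 3) and 2.19% ± 0.230 (SD, n = 3) in these groups. Both classes had a higher share in every depleted library than in every control library (exact permutation p of 0.1 for each of the comparisons). snRNA and snoRNA each held at most 0.213% of any library. With the lowest totals that the ranks allow, the alternative that moved the piRNA share most, the upper bound of the share was 1.85 percentage points higher in RNase H-depleted than in control libraries. For rRNA the upper bounds differed by 0.0225 percentage points, and those of the groups were not separated (exact permutation p of 0.2).

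A mean of 424.7 ± 20.03 (SD, n = 3) unique miRNAs was detected in control libraries, 665.0 ± 8.72 (SD, n = 3) in beads-depleted libraries and 107.7 ± 8.39 (SD, n = 3) in RNase H-depleted libraries. Beads-depleted libraries had 240.3 more than control libraries, and with RNase H the number fell by 317.0 (exact permutation p of 0.1 each). Rarefying changed these numbers most. At an equal sum of all counts, beads-depleted libraries had an expected 649.4 ± 18.9 (SD, n = 3) unique miRNAs against 382.2 ± 14.6 (SD, n = 3) in control libraries. At an equal sum of miRNA counts the expected numbers were 419.6 ± 3.30 (SD, n = 3) against 402.6 ± 3.58 (SD, n = 3), a difference of 17.0. For RNase H-depleted libraries, an equal sum of all counts gave 89.4 ± 21.04 (SD, n = 3) against 118.7 ± 6.38 (SD, n = 3) in control libraries (exact permutation p of 0.2), and an equal sum of miRNA counts gave 95.8 ± 1.96 (SD, n = 3) against 89.9 ± 0.218 (SD, n = 3), with the direction reversed.

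**Figure D2:**
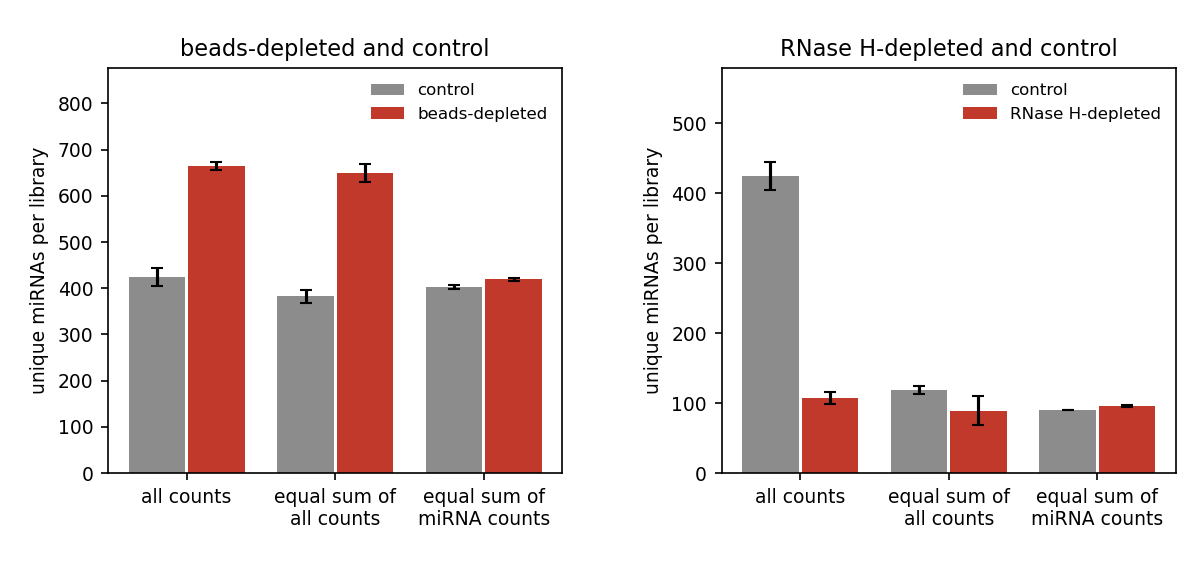
Unique miRNAs per library (mean with SD as error bars, 3 libraries per bar) with all counts, and the expected number after rarefying to an equal sum of all counts or of miRNA counts. The gap between beads-depleted and control libraries is 240.3 with all counts and 17.0 at an equal sum of miRNA counts.

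Relative miRNA levels were correlated between depleted and control libraries. For beads, Pearson's r across 534 miRNAs was 0.959. Between single libraries of the same group, r was 0.977 to 0.979 for control and 0.978 to 0.983 for beads-depleted libraries. The r between groups uses means of 3 libraries, so it is not directly comparable with r between single libraries. For RNase H, r across 152 miRNAs was 0.832, and r between RNase H-depleted libraries of different pools was 0.891 to 0.910. With the pool as a block, the mean r within pools was 0.952 for beads and 0.767 for RNase H. These values are also between single libraries and are the ones to set against r within a group. The alternative that moved r most was Spearman's rho for beads, at 0.944, and the restriction to miRNAs with a count in all 6 libraries for RNase H, which gave 0.725. miRNAs are not independent replicates, so these values describe the libraries and carry no test.

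In edgeR's quasi-likelihood test, 307 miRNAs were tested between beads-depleted and control libraries, and 82 had an adjusted p below 0.05 (51 raised and 31 lowered). Of these, 41 changed by a factor above 2, and each of the 82 moved in the same direction in all 3 pools. The median log2 fold change over all tested miRNAs was 0.043. With the serum pool as a replicate block, 91 miRNAs passed. The pairing was taken from the labels. Deviations from the group mean correlated with r = 0.081 on average between libraries of the same pool. The value for different pools (-0.040) is largely set by it, since the deviations in a group sum to 0, and is no separate check of the pairing. With all counts of both files as library size, 332 of 332 tested miRNAs were raised, the alternative that moved this count most.

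Between RNase H-depleted and control libraries, 138 miRNAs were tested and 16 had an adjusted p below 0.05 (9 raised and 7 lowered). With the serum pool as a replicate block, 12 passed. The pairing was again taken from the labels, and the mean correlation of deviations was -0.003 for libraries of the same pool. These libraries held 1199 to 2040 miRNA counts each, so that 3 counts corresponded to between 0.147% and 0.2502% of the miRNA counts, and falls of miRNAs below these shares were not detectable in a single library at this depth.

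The most abundant miRNA of the control libraries was miR-16-5p (MIMAT0000527). Its sequence can arise from a pair of hairpins, Mir16-1 on chromosome 14 (61631880 to 61631972, minus strand), within introns of the non-coding gene Dleu2, and Mir16-2 on chromosome 3 (69009902 to 69009996, plus strand), within introns of the protein-coding gene Smc4 (GRCm38), and the counts cannot be divided between them. Its mean count was 35689 ± 8834 (SD, n = 3) in control, 205726 ± 11909 (SD, n = 3) in beads-depleted and 159.3 ± 55.2 (SD, n = 3) in RNase H-depleted libraries. Relative to all miRNA counts, it was lower in beads-depleted than in control libraries in all 3 pools (edgeR log2 fold change -0.34 ± 0.051 SE, adjusted p = 5.51e-10). In RNase H-depleted libraries the log2 fold change was -0.65 ± 0.21 SE (edgeR adjusted p = 0.0575). This call depended on the setting, since miR-16-5p passed the threshold in the RNase H comparison with DESeq2 (adjusted p = 0.000862), with all counts as library size, without a filter, in the joint fit of 9 libraries and without pool B, and did not pass in the other alternatives. MIMAT0000531 and MIMAT0000539, the next in abundance, had mean control counts of 28645 ± 7672 and 28555 ± 6724 (SD, n = 3) and did not pass the threshold in either comparison (edgeR adjusted p = 0.352 and 0.151 for beads, 0.865 and 0.188 for RNase H). With all counts as library size both passed for beads, and MIMAT0000539 also passed for beads without pool C (edgeR adjusted p = 0.0314). Without pool B both passed for RNase H (edgeR adjusted p = 0.0341 and 0.000192), and MIMAT0000539 also passed with DESeq2 (adjusted p = 0.0492) and in the joint fit (edgeR adjusted p = 0.0187).

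The largest rise after depletion with beads that met the rule for named miRNAs was that of MIMAT0004828, which had 34 to 45 counts in beads-depleted libraries and no count in control libraries (edgeR adjusted p = 7.3e-06). A count of 0 in control libraries means a share below 0.00091% to 0.00146% of their miRNA counts, and the fold change has no upper bound. MIMAT0000657 followed, with 908.0 ± 84.8 counts in beads-depleted and 4.00 ± 1.73 in control libraries (SD, n = 3, edgeR log2 fold change 4.96 ± 0.26 SE, adjusted p = 8.86e-72). The largest falls were those of MIMAT0004859 (log2 fold change -1.87 ± 0.29 SE, edgeR adjusted p = 2.15e-09) and MIMAT0000212 (log2 fold change -1.85 ± 0.42 SE, edgeR adjusted p = 5.64e-05). The fall is relative to all miRNAs, since their raw counts rose, from 20.3 ± 11.2 to 40 ± 5.29 and from 10.3 ± 4.16 to 20.7 ± 4.04 (SD, n = 3).

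After depletion with RNase H, MIMAT0020637 rose most. It had 34 to 70 counts in RNase H-depleted libraries and 4 to 14 in control libraries (edgeR log2 fold change 9.69 ± 0.41 SE, adjusted p = 2.09e-12), so its raw count rose although the number of miRNA counts fell. MIMAT0014944 had a log2 fold change of 3.69 ± 0.34 SE (edgeR adjusted p = 2.14e-07), with an uneven spread over pools of 144, 62 and 7 counts in A, B and C. MIMAT0000521 had no count in any RNase H-depleted library and a mean of 574.7 ± 222.1 counts in control libraries (SD, n = 3, edgeR adjusted p = 0.0139). Its control share was 0.215% of the miRNA counts, which is near the smallest share that a single RNase H-depleted library can show, and the call was lost when pool C was left out. MIMAT0000525 fell by 2.85 on the log2 scale (SE 0.44, edgeR adjusted p = 0.000145), from a mean of 1335 to 1.33 counts.

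**Figure D3:**
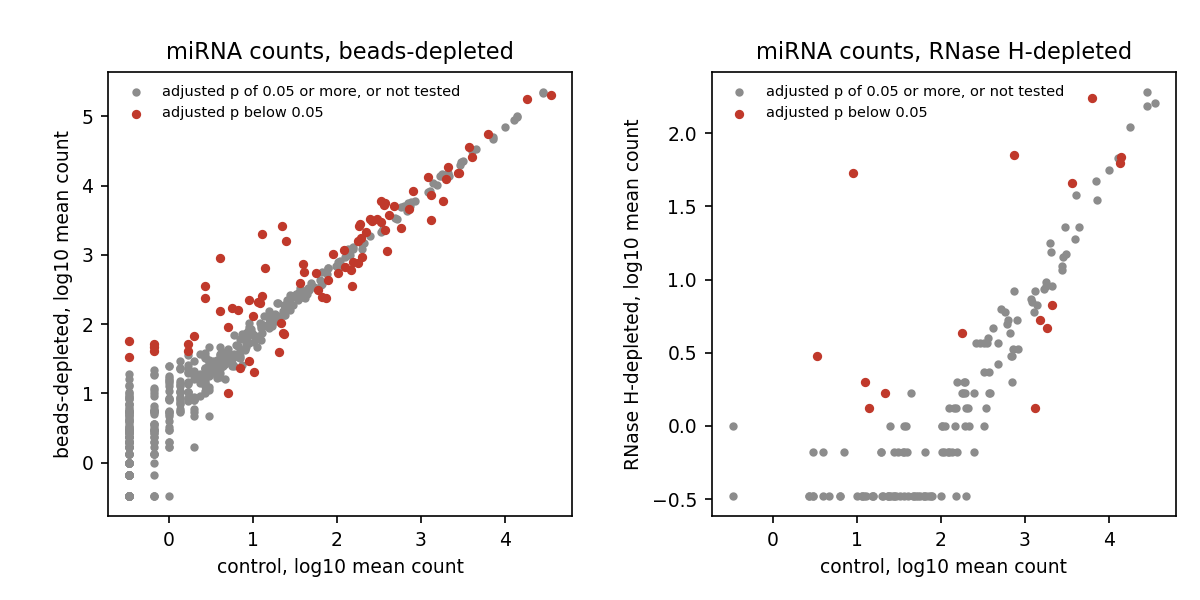
log10 mean count of each miRNA in depleted libraries (vertical axis) against control libraries (horizontal axis), for beads with 534 miRNAs and for RNase H with 152 miRNAs with a count in both groups, in red those with an edgeR adjusted p below 0.05. The points lie closer to a line for beads (r of 0.959) than for RNase H (r of 0.832).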

Values the study reported

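As a share of mapped reads, the study reported 87.79% tRNA-half reads and 5.65% miRNA reads without depletion, 14.6% and 0.9% after depletion with RNase H, and 23% and 35% after depletion with beads. With library sizes considered, mapped miRNA reads were given as increased 6-fold with beads. The number of unique miRNAs was given as 240 without depletion, 40 with RNase H and 417 with beads. Pearson correlations of miRNA levels with control samples were r = 0.99 (n = 310) for beads and r = 0.87 (n = 69) for RNase H.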

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

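The tests in this part were chosen after the values they bear on had been seen. The sequence numbers in the files of other small RNAs enter the comparisons above only through the alternatives that use the lowest number of reads the ranks allow. They rank the distinct sequences of a library by count, so a rank that is missing from the file belongs to a sequence that is a miRNA or appears in neither file, and its count lies between those of the neighbouring listed ranks. Adding the lowest possible counts of the missing ranks and subtracting all miRNA counts gives a lower bound for the reads that appear in neither file. By this bound, at least 97.3% ± 0.708 (SD, n = 3) of the reads of RNase H-depleted libraries and at least 42.1% ± 2.52 (SD, n = 3) of those of beads-depleted libraries appear in neither file, against at least 32.6% ± 0.794 (SD, n = 3) in control libraries. These are bounds and not the shares themselves. Up to the last listed rank, the highest share that the ranks allow in control libraries was between 49.5% and 52.2%. This range lies below the bound of every RNase H-depleted library and above that of every beads-depleted library. The bounds alone therefore do not separate the shares of beads-depleted and control libraries. Of mapped reads, the study assigned a larger share to other small RNA fragments in beads-depleted than in control samples. The bounds rest on the sequence number being a rank over all reads that passed the quality filter, which the files do not state.

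For the RNase H-depleted libraries, a lower sequencing depth was tested as an explanation. The lowest number of reads that the ranks allow was 0.514 times the lowest number for the control libraries and 0.371 times the highest number for them up to the last listed rank, while the annotated counts were 0.0221 times as many, so depth alone does not account for the loss of annotated reads. The study lists more total reads and fewer mapped reads for RNase H-depleted than for control samples, which also goes against a lower depth. A small number of abundant sequences was tested as well. The first annotated sequence of these libraries had rank 53, 63 and 35 in pools A, B and C, and the ranks ahead of it held on average at least 18.6% of the reads of unlisted ranks up to the last listed one, with no upper bound, which leaves open whether a few sequences hold most of them. For the beads-depleted libraries, the lowest number of reads that the ranks allow was 0.872 times and the annotated counts were 0.745 times those of the control libraries, and these counts alone do not separate depth from annotation. The study lists more total reads and more mapped reads for beads-depleted than for control samples, which goes against a lower depth. Other technical explanations are mapping without mismatches and probe or primer sequences among the reads. For RNase H, the study also proposes that cleaved tRNA-half fragments may still enter the libraries. None of these was tested, since no read sequences were used here, and the list may not be complete. For the beads-depleted libraries, the annotated counts were fewer although the study lists more mapped reads. This argues against a loss in mapping as the source of the fewer annotated counts in these libraries. For the RNase H-depleted libraries, the study lists far fewer mapped reads from more total reads than for control samples. Most of the loss of annotated reads in these libraries therefore arose at mapping. Whether mismatches or sequences absent from the mouse genome caused it was not tested. The fractions compared come from the same serum pools, so no biological explanation was tested.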

How the results depend on the processing

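The thinning of libraries, the lowest totals that the ranks allow and all alternatives for the piRNA and rRNA shares were chosen after the data were seen, and the other alternatives were not. Across 14 results that answer a comparison and 96 alternatives to them, 81 kept the result only in the following sense. For comparisons with an exact permutation test the direction stayed, whatever the size of the difference, since 3 against 3 libraries cannot pass the threshold under any setting. Correlations moved by less than the spread between pools. Counts of changed miRNAs stayed within a factor of 1.5, at 63 to 91 for beads and 12 to 22 for RNase H, so that calls of single miRNAs differed among these settings. Alternatives that need tRNA types, mitochondrial tRNA or sequences matched between libraries were not run, because the sequence numbers differ between libraries: the changes of single other small RNAs, the targeted and untargeted tRNA types and the tRNA share without mitochondrial tRNA.

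Directions changed in 2 of these comparisons. The difference in miRNA share between RNase H-depleted and control libraries became 2.75 percentage points when only tRNA and miRNA were counted (exact permutation p of 0.8). This setting leaves out the 70.3% of counts annotated as piRNA in the RNase H-depleted libraries. The difference was smaller than the SD of 6.24 between these libraries, so its direction is uncertain. The difference in unique miRNAs between the same groups became 5.94 after rarefying to the smallest sum of miRNA counts, and the 1739 miRNA counts per RNase H-depleted library against 261519 in control libraries show the difference in depth that this setting removes.

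With all counts of both files as library size, 332 miRNAs passed for beads and 51 for RNase H. For RNase H, 5 miRNAs passed with at least 4 counts in every library and 4 after thinning the control libraries to the depth of the RNase H-depleted ones, and 8 to 30 passed across the fits that each left out a pool. The corresponding range for beads was 65 to 75. DESeq2 called 83 miRNAs for beads and 22 for RNase H. For RNase H, all counts as library size gave more lowered than raised miRNAs (47 against 4). So did leaving out pool B (22 against 8) and the joint fit of 9 libraries (12 against 9). The other settings gave more raised than lowered miRNAs. The correlation of miRNA levels moved by more than the spread between pools with the replicate block (0.952 for beads and 0.767 for RNase H), over miRNAs counted in all 6 libraries (0.969 and 0.725) and, for beads, with Spearman's rho (0.944). Leaving out a pool gave 0.954 to 0.959 for beads, with a shift beyond that spread when pool B was left out, and 0.801 to 0.832 for RNase H. The cause of these shifts was not tested.

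Among the named miRNAs, the falls after depletion with beads became rises with all counts as library size: MIMAT0000527 to 2.98, MIMAT0004859 to 1.42 and MIMAT0000212 to 1.45 on the log2 scale, which follows from the larger miRNA share. For MIMAT0000531 and RNase H, the log2 fold change was 0.11 with DESeq2, 0.011 without TMM, 0.18 with at least 4 counts in every library and from -0.43 to 0.16 when a pool was left out. Of the remaining results for named miRNAs and for the piRNA and rRNA shares, 12 became stronger and 1 weaker.

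The depth limits the RNase H comparison. With 1199 to 2040 miRNA counts per library, 41.6% of the simulated changes by a factor of 3 that passed the filter were recovered there, against 94.0% for beads.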

Other observations

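The rarefaction was planned before the data were examined, the tests on the thinned correlation, on separate control libraries and on misassigned reads were chosen after the counts had been seen but before their own results, and all other tests were chosen only after the result was seen. The tests on separate control libraries and on misassigned reads were revised after their first results. Since each pool was divided among the groups, no biological explanation was tested for any of these patterns.

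The gain in unique miRNAs after depletion with beads was close to what the larger number of miRNA counts gives. At an equal sum of miRNA counts, 17.0 of the 240.3 additional miRNAs remained. The loss after depletion with RNase H was gone at an equal sum of miRNA counts, where the RNase H-depleted libraries had 5.94 more than the control libraries. A candidate explanation for both patterns is therefore the number of miRNA counts.

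For the lower correlation of miRNA levels in RNase H-depleted libraries, the counting error of fewer reads was tested. When the beads-depleted libraries were thinned at random to the miRNA sums of the RNase H-depleted ones, r with the control libraries was 0.872 to 0.922, and 0 of 100 thinnings were as low as the 0.832 of the RNase H-depleted libraries. Thinning treats reads as independent and adds counting error only, so the noise of few input molecules before amplification was not tested and remains as an explanation.

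For the changes of single miRNAs, the difference in miRNA counts was tested by thinning. After thinning the beads-depleted libraries to the depth of the control libraries, 62 of the 82 miRNAs stayed changed in the same direction. For RNase H, 4 of 16 did, which cannot be told apart from the loss of calls that fewer counts bring. Of the splits of the 6 libraries, only those that also part the libraries of each pool were counted. For beads, 1 of the 4 splits gave as many changed miRNAs, the real one. The others each exchange the labels within a pool, and gave 0 miRNAs with an edgeR adjusted p below 0.05 and from 1 to 5 with an unadjusted p below 0.05, against 113 in the real split. For RNase H it was also 1 of the 4 splits, with 0 in the others and from 1 to 4 at an unadjusted p below 0.05, against 33. With 4 splits the share cannot fall below 0.25, so a chance split cannot be ruled out by this count alone. If the depletion changed miRNA levels, an exchange places that change within the groups and widens their spread. The low numbers in the exchanged splits are therefore no measure of the calls that chance gives.

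The protocols shared part of their miRNA changes. Of the 16 miRNAs changed after depletion with RNase H, 10 were also changed with beads, and 10 of 10 moved in the same direction (7 raised, 3 lowered). Many of the 138 miRNAs tested in both comparisons were changed with beads, so part of this overlap would arise by chance. The size of the overlap was not tested against chance. MIMAT0000525 fell by 2.85 with RNase H and by 1.61 with beads on the log2 scale. The use of the same control libraries in both comparisons was tested as an explanation. With no control library on both sides, the correlation of the log2 changes over 52 miRNAs stayed between 0.342 and 0.475 for all 6 divisions of the control libraries. With all control libraries on both sides it was 0.434, which lies within this range. Over these 52 miRNAs, the values argue against the shared control libraries as the source of the correlation. Of the 10 shared miRNAs, 4 had enough counts to be among the 52, so for the shared changes themselves this explanation remains open. Reads of beads-depleted libraries assigned to the far smaller RNase H-depleted libraries were tested as well. The highest rate of misassignment was set by MIMAT0001632, which had 528683 counts in beads-depleted and 332 in RNase H-depleted libraries. With an upper Poisson bound on the latter, adjusted for 138 miRNAs, this rate was 0.0753% of the beads counts. The counts of the 7 shared raised miRNAs were from 0.846 to 323.9 times what this rate would give, so misassigned reads may account for some of them and not for others. MIMAT0020637, with 161 counts in RNase H-depleted libraries against at most 0.497 from misassignment, stands apart. A step common to both protocols, such as the hybridisation with probes or the ethanol precipitation, could also change miRNA levels and was not tested.

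For the high piRNA share in RNase H-depleted libraries, the removal of tRNA alone was tested, which would leave the ratio of piRNA to rRNA counts as it was. The ratio of piRNA to rRNA counts was 17.5 times that of the control libraries, with 27.6 to 38.9 in RNase H-depleted and 1.24 to 2.36 in control libraries. In beads-depleted libraries it was 2.90 to 3.35, above every control library, so the ratio also shifted with beads, by less than with RNase H. A few sequences took a large part of these counts, since the 5 most abundant piRNA sequences held 58.6% of them on average, against 25.4% in control libraries. With these 5 sequences left out of both the piRNA counts and the total, the share was 49.6%, against 0.0737% in control libraries. Whether the reads come from piRNA genes or are fragments of other RNAs at the annotated positions cannot be told from counts by class.

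The composition of tRNA reads changed as well. The most abundant tRNA sequence held 44.2% ± 0.329 (SD, n = 3) of tRNA counts in control, 19.6% ± 1.58 (SD, n = 3) in beads-depleted and 19.9% ± 7.04 (SD, n = 3) in RNase H-depleted libraries. Beads-depleted libraries listed 6523 to 7532 distinct tRNA sequences and control libraries 4577 to 5070, although the former held fewer tRNA counts. RNase H-depleted libraries listed 772 to 1284. They held a mean of 25894 tRNA counts against 4061140 in control libraries. Fewer counts alone can lower the number of distinct sequences, and no equal depth was set. The number for RNase H therefore does not show a change in composition.

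Shares and numbers of miRNAs here differ in part from those quoted above. Shares here are of annotated counts and those of the study are of mapped reads, which gives higher shares here. The tRNA share of beads-depleted libraries here was 37.8%, and that of RNase H-depleted libraries was 25.0%. Both are higher than the values quoted from the study above. The miRNA share here was 60.1% in beads-depleted and 2.32% in RNase H-depleted libraries. Both are higher than the values quoted from the study above. The ratio of miRNA counts for beads here, 7.32, is not scaled by library size, unlike the increase quoted from the study. The number of unique miRNAs here was 424.7 in control, 665.0 in beads-depleted and 107.7 in RNase H-depleted libraries. All are higher than the values quoted from the study above. With at least 4 counts the numbers were 257.0, 447.7 and 48.0. The correlations here were computed over 534 and 152 miRNAs. These are more miRNAs than in the values quoted from the study above.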
